A study of Mus musculus with 11 samples. Its data were reported in "Comparative Transcriptional Profiling of 3 Murine Models of SLE Nephritis Reveals Both Unique and Shared Regulatory Networks" (2013).

How the data were processed

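Whole kidneys of prenephritic, non-proteinuric mice of 2 lupus-prone strains were profiled on Affymetrix arrays: 7 kidneys of NZB/W F1 mice aged 6 weeks and 4 kidneys of NZW/BXSB F1 mice aged 8 weeks. The study describes its NZB/W mice as female and its NZW/BXSB mice as male (the labels give no sex), and saline perfusion of the mice before harvest. The labels give each sample its own number within the strain and name no batch or date. The label of NZW/BXSB replicate 4 begins with another code than those of the other 3, and the meaning of the codes is not given. Total RNA was extracted with Trizol and labelled as biotinylated cRNA. The authors processed the arrays with RMA, named without a version in their processing notes, and deposited log2 expression values with probes grouped by Entrez gene. Deposited log2 values were given for 16539 rows, of which 16475 were Entrez genes and 64 were Affymetrix control probe sets, 3 of them without values. The authors also deposited, for each strain, a Yes or No call per gene for expression above a baseline set on Affymetrix negative control probes. Those tables held no other values, and the samples on which the baseline was set are not given in the sources used here. The nephritic kidneys and the third strain of the study were not analysed here.

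Genes were named by matching Entrez numbers to the RefSeq gene table of the GRCm38.p6 assembly (16229 genes), and the 246 others kept the symbol of the deposited tables. The genome build behind the arrays' gene assignment was not given in the sources used here, so no coordinates are printed, and the RefSeq table served only for names, chromosomes and the order of genes. The 14419 genes called above baseline in at least 1 strain were tested. The number of arrays limits the precision of every value.

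Before the data were examined, the main test was set as limma (version 3.58.1, lmFit and eBayes, R 4.3.3) of NZB/W against NZW/BXSB on the deposited values, with Benjamini-Hochberg adjusted p below 0.05, and with the study's fold limits (at least 1.4 or at most 0.7) at an adjusted p of at most 0.001. The deposited values of the strains lay on different scales. The median of the tested genes differed by 0.70 log2 units between the strains' arrays, and by 0.58 at the 5th and 0.73 at the 95th percentile. The reason for this offset stays unknown, although the study's methods describe joint normalization and batch correction. The planned test was therefore run as written, and quantile normalization over the 11 arrays (normalizeBetweenArrays), set beforehand as another scaling and here called the common scale, carries the values per gene and per list. That choice was made after the column medians were seen. It assumes that the strains share 1 distribution of signals, so a true shift of most genes in 1 direction would be removed by it. Differences are NZB/W minus NZW/BXSB in log2 units, folds are on the same scale, and errors are SD between samples. Where a gene was not above baseline in 1 strain, or had a mean there below the 95th percentile of the genes that are not (5.42 in NZB/W and 5.03 in NZW/BXSB), the fold is a lower bound, taken over the group against the higher of that level and the gene's own mean. The authors' Yes and No calls followed no single limit on the means of these samples, so a gene called Yes can lie below that level. Log2 differences of such genes, among them Cd5, Cd55, Cry1, Itgam and Ms4a1, are limited by background.

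A total of 40 gene lists (cell types of the kidney, immune cells, other tissues, pathways, sex-linked and sex-biased genes, and 1 list taken from the study's text) were fixed before the data were examined. Lists with at least 5 measured genes (4 for the Y chromosome and X lists) were tested with camera at its preset correlation of 0.01, adjusted over lists. camera compares the t values of a list with those of the other genes. On the deposited scale the offset moves most t values down, and less so for genes with a large spread between mice. A list of such genes can then be called higher for that reason alone. Immediate early genes took the direction higher there, although their median (-1.03) lay below that of all genes (-0.69). Of the lists, 2 had too few measured genes for the test, skeletal muscle markers with 4 among them. Genes named are the 10 with the largest difference in each direction among called genes whose samples did not overlap between strains, up to 4 members with the smallest p per described list, and 13 fixed genes: Xist, Ddx3y, Eif2s3y, Kdm5d, Uty, Tlr7, Serpina6, Havcr1, Lcn2, Ifi202b, H2-Ea, Nphs1 and Umod. Kdm5d had no row among the values used here, and some genes that the rule takes, and 1 of the lists, are not reported here. The 20 genes by size were the same on the deposited and on the common scale, and the smallest p within lists was taken on the common scale. Alternatives were median centring, no filter on dim genes, only genes above baseline in both strains, an intensity trend with robust eBayes, array weights, a replicate block, leaving out each sample, SAM (the study's test, own implementation with 100 drawn splits), an exact rank test, no X and Y genes, camera with an estimated correlation and fry. Replicates share numbers between strains, and those numbers did not pair the samples: 1 of 4 NZW/BXSB samples correlated best with the NZB/W sample of its own number. Numbers 5 to 7 occur in NZB/W only, so the replicate block compares NZB/W replicates 1 to 4 alone with NZW/BXSB.

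The calculations were tested on simulated data with the real genes' means and spreads and 200 changed genes. limma recovered 88% of the 50 genes changed by 0.5 log2 units and 100% of those changed by 1 or more, with 12 calls among unchanged genes of the 14419 simulated. camera called a list shifted by 0.5 and 0 of 40 other lists. The simulated genes were drawn independently of each other, so this cannot show how camera's preset correlation performs on correlated lists. The exact rank test recovered none of the 200 simulated changes after adjustment. Its smallest p is 0.00606 with 7 against 4 samples, which cannot pass the adjustment when only 200 of 14419 genes change. That outcome was fixed by the simulation's setting and says nothing on the rank test in the real data, where far more genes differed. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.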

Results

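Gene expression was measured in whole kidneys from 11 young, non-proteinuric mice, 7 NZB/W aged 6 weeks and 4 NZW/BXSB aged 8 weeks. The study compared nephritic kidneys with prenephritic control groups, and also lists older mice of both strains without proteinuria. The comparison open to the 11 samples is how the 2 strains' kidneys differed before nephritis. Strain, sex, age and array set went together, so a difference between the groups can belong to any of them. On the arrays as deposited, the median of the 14419 tested genes was 7.38 ± 0.01 log2 units in NZB/W (SD, n = 7) and 8.08 ± 0.04 in NZW/BXSB (SD, n = 4). The values below are on a common scale after quantile normalization, unless the deposited scale is named. On the common scale 69.4% of all tested genes were called, 4798 higher and 5203 lower in NZB/W. Counts of called members in a list are to be read beside that share.

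**Figure D1:**
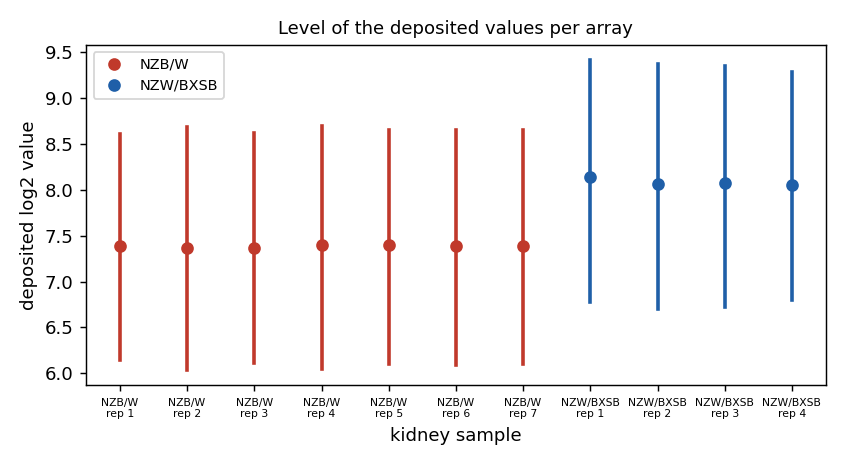
Deposited log2 values of the tested genes (y axis) in each of the 11 kidney samples (x axis); points are medians and lines run from the 25th to the 75th percentile. The medians lay between 7.36 and 7.40 in NZB/W and between 8.05 and 8.14 in NZW/BXSB.

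The largest differences between the strains were those of Cyp7b1, Cyp2j13 and Acsm3 on the side of NZW/BXSB and of Xist, Serpina6 and Slc7a12 on the side of NZB/W. Xist (Entrez 213742), the RNA that silences 1 X chromosome in female cells, reached 10.57 ± 0.43 log2 units in NZB/W (SD, n = 7) against 4.65 ± 0.04 in NZW/BXSB (SD, n = 4), at least 46.5-fold higher. Ddx3y (26900) and Eif2s3y (26908), both on the Y chromosome, were at least 10.3-fold and 8.43-fold higher in NZW/BXSB. Cyp7b1, an oxysterol hydroxylase, was 85.8-fold higher in NZW/BXSB (12.28 ± 0.12 against 5.86 ± 0.11), and Serpina6, which encodes the corticosteroid binding globulin, at least 27.5-fold higher in NZB/W (9.81 ± 0.53 against 4.46 ± 0.18).

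Other genes with the largest excess in NZW/BXSB were the cytochrome P450 genes Cyp2j13 (80.3-fold) and Cyp4a12a (54.2-fold), the acyl-CoA synthetase gene Acsm3 (62.6-fold), the glucuronosyltransferase gene Ugt2b37 (at least 29.6-fold), the amino acid transporter gene Slc7a13 (40.3-fold), the protease inhibitor gene Pzp (at least 30.4-fold) and the hydroxysteroid dehydrogenase gene Akr1c21 (32.1-fold). In NZB/W the largest excess after Xist and Serpina6 was in the amino acid transporter gene Slc7a12 (29.4-fold), Ly6f (22.3-fold), the prolactin receptor gene Prlr (16.3-fold), the olfactory receptor gene Olfr64 (8.56-fold), the organic anion transporter genes Slc22a29 (8.52-fold) and Slc22a27 (at least 3.79-fold), Cyp4a14 (7.99-fold) and Kynu, a gene of tryptophan breakdown (7.83-fold). These 20 genes were chosen as called genes without overlap between strains on the deposited scale, so both traits were given there by the choice. On the common scale none of them overlapped either. Their direction was the same on both scales and after median centring, but differences of this size exceed the offset, so no sign could turn. Their limma adjusted p lay between 3.64e-17 and 3.91e-08.

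**Figure D2:**
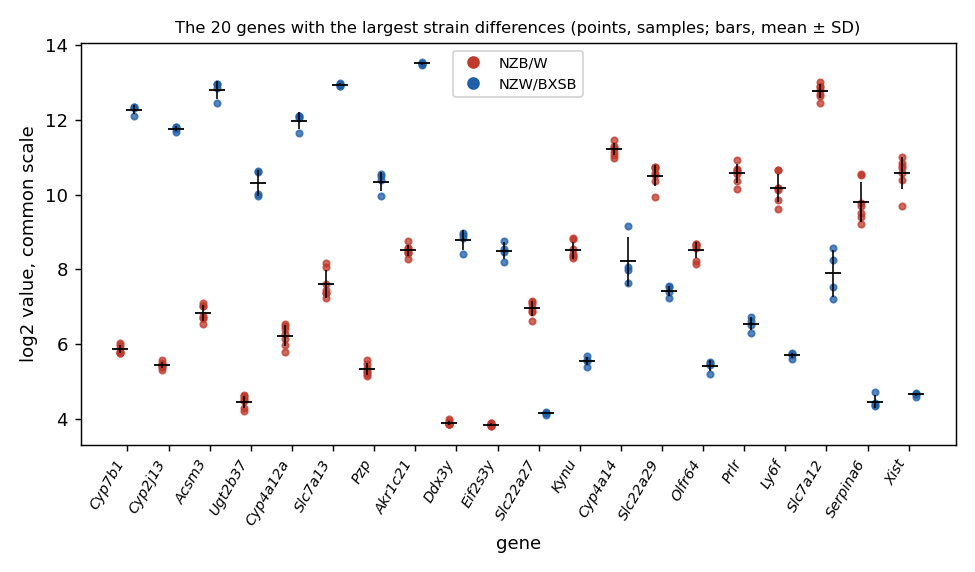
Log2 values on the common scale (y axis) of the 20 genes with the largest differences (x axis) in 7 NZB/W (red) and 4 NZW/BXSB (blue) kidneys; points are samples and black bars mean ± SD. The genes were chosen among those without overlap between strains as deposited. For every gene all samples of 1 strain lay above all samples of the other, by a mean of 2.81 (Slc22a27) to 5.92 (Xist) for genes higher in NZB/W.

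Gene lists known for sex differences followed the sex the study gives for each strain. All 5 measured Y chromosome genes were lower in NZB/W, among them Uty (at least 5.10-fold) and Zfy2 (at least 1.72-fold). All 4 measured genes of X inactivation and escape from it were higher in NZB/W, with differences of 0.78 for Kdm5c, 0.60 for Ddx3x and 0.44 for Kdm6a, of which Ddx3x and Kdm6a had the opposite sign and Kdm5c lost its call as deposited. All 15 measured male-biased kidney genes were lower in NZB/W, with a median difference of -2.75; beside Cyp7b1, Cyp2j13 and Akr1c21 the smallest p was that of the organic anion transporter gene Slco1a1 (17.7-fold). Of 9 female-biased kidney genes, 7 were higher in NZB/W and 1 lower (Atp11a, -1.42, named after its value was seen). camera called all 4 lists (adjusted p = 3.72e-04 for Y, 0.0303 for X, 1.62e-09 for male-biased and 0.0227 for female-biased genes). With an estimated correlation the male-biased list alone stayed called (adjusted p = 0.00495), and the others had adjusted p = 0.152 (Y), 0.294 (X) and 0.576 (female-biased). Median centring ended the call of the X list (adjusted p = 0.0534, in a range from 3.60e-08 to 0.294 over its alternatives), and a restriction to genes above baseline in both strains that of the female-biased list (range from 2.26e-09 to 0.576). By construction that restriction drops Serpina6 from the female-biased list, and it leaves too few X and Y genes for a test. Without the restriction, and adjusted over the list alone, 5 Y, 4 X, 15 male-biased and 8 female-biased genes were called. As deposited, where the median gene differed by -0.69, the counts were 5 higher and 3 lower (female-biased), 1 higher and 1 lower (X), 0 higher and 15 lower (male-biased), 0 higher and 5 lower (Y).

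Genes of the Yaa segment, the distal part of the X chromosome that is copied onto the Y chromosome of BXSB males, were mostly higher in NZW/BXSB. Of 14 measured members, 10 were lower and 2 higher in NZB/W, and 12 were called when adjusted over the list alone. Hccs, a gene of cytochrome assembly, was 2.32-fold higher in NZW/BXSB, Msl3 1.90-fold, the phosphoribosyl pyrophosphate synthetase gene Prps2 1.78-fold and the endosomal GTPase gene Rab9 1.78-fold. Tlr7, the RNA sensor gene in that segment, stood at 6.20 ± 0.11 in NZB/W (SD, n = 7) and 6.16 ± 0.14 in NZW/BXSB (SD, n = 4), a difference of 0.04 with a 95% interval from -0.13 to 0.21 (limma adjusted p = 0.638). As deposited, Tlr7 differed by -0.61, close to the shift of all genes, whose median was -0.69. As deposited, 14 of the list's members were lower. The list as a whole was not called (camera adjusted p = 0.0751). In the order of the RefSeq table, the lowest median of 15 neighbouring genes among the 440 measured X-linked genes was -0.63, centred on gene 432.

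**Figure D3:**
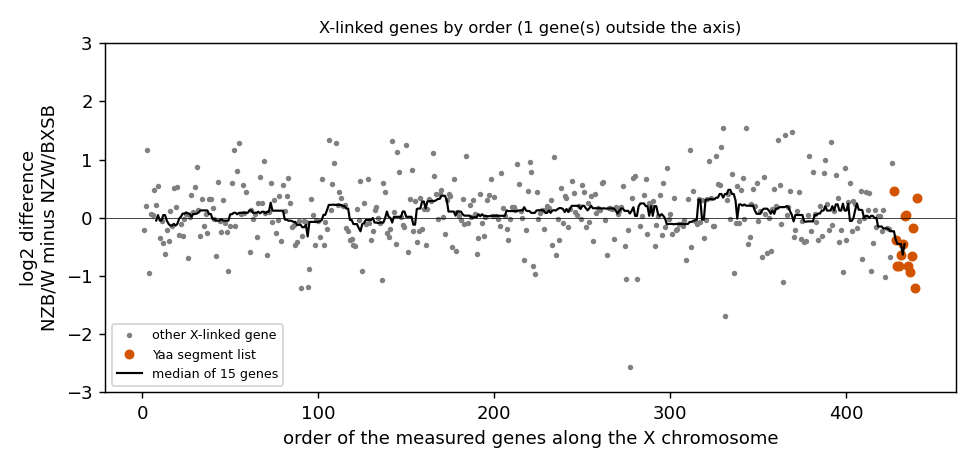
Log2 difference between strains on the common scale (y axis) of the 440 tested X-linked genes in chromosome order (x axis); orange points are the Yaa segment list and the line is the median of 15 neighbouring genes. The Yaa segment genes sit at positions 427 to 440, where the line reaches -0.63; Xist (5.92) lies outside the axis.

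Markers of the nephron's segments differed by less. Of 7 distal convoluted tubule markers 6 were higher in NZB/W and 0 lower, among them the exchanger gene Slc8a1 (8.65 ± 0.37 in NZB/W against 7.66 ± 0.15), the parvalbumin gene Pvalb (0.77), and Egf (0.43) and Wnk4 (0.49), these last with the opposite sign as deposited. The mean of the list was 11.07 and 10.96 in NZB/W replicates 6 and 7 and 10.48 to 10.88 in the other 5 NZB/W kidneys (Pvalb 11.38 and 11.34 against 10.27 to 10.63). Of 7 thick ascending limb markers 6 were higher, with 0.68 for Cldn19, 0.54 for Ptger3, 0.28 for Cldn16 and 0.25 for Slc12a1. Umod, the uromodulin gene, was at 13.73 ± 0.13 in NZB/W and 13.52 ± 0.07 in NZW/BXSB (limma adjusted p = 0.0199). The calls of Slc12a1 and Umod were lost without NZW/BXSB replicate 1, and that of Slc12a1 also without replicate 4. Ptger3, Cldn16, Slc12a1 and Umod had the opposite sign as deposited. Proximal tubule markers were split, 6 higher and 2 lower of 13: Slc5a12 (1.02) and the megalin gene Lrp2 (0.48, opposite as deposited) were higher in NZB/W, and Slc17a1 (-0.59) and the fatty acid transporter gene Slc27a2 (-0.30) lower. The call of Slc27a2 ended after median centring (-0.09, adjusted p = 0.171). The adjusted p of camera for these lists were 0.136 (distal convoluted tubule), 0.178 (thick ascending limb) and 0.452 (proximal tubule). As deposited, the counts were 0 higher and 3 lower (distal convoluted tubule), 0 higher and 5 lower (thick ascending limb), 1 higher and 11 lower (proximal tubule). camera, which compares a list with the other genes, called the distal convoluted tubule list as higher there (adjusted p = 0.0450, and 0.734 with an estimated correlation), and on the common scale with a replicate block (adjusted p = 0.0308). The block also ended the call of Umod (adjusted p = 0.0967). The calls of Slc8a1, Pvalb and Cldn19 were lost as deposited.

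Podocyte markers moved both ways, with 6 of 11 higher in NZB/W and 4 lower. Podxl (0.45 ± 0.07, SE) and Cd2ap (0.46 ± 0.10, SE) were higher in NZB/W, both opposite in sign as deposited. The transcription factor gene Wt1 (-0.51 ± 0.11, SE) and the nephrin gene Nphs1 (-0.36 ± 0.13, SE) were lower; the call of Nphs1 was lost without NZW/BXSB replicate 3 or 4, or without NZB/W replicates 1 and 2 together. Endothelial markers were higher in NZB/W in 7 of 12 genes and lower in 0, with 0.81 for Ehd3, 0.67 for Emcn, 0.52 for the vascular endothelial growth factor receptor gene Kdr and 0.33 for Tek, of which Emcn, Kdr and Tek had the opposite sign and Ehd3 lost its call as deposited. Of the smooth muscle, mesangial and renin cell markers 4 of 8 were higher, of principal cell markers 2 were higher and 1 lower of 10, which had a median of -0.03 beside a mean of 0.07, and of intercalated cell markers 3 higher and 2 lower of 10. None of these lists was called by camera (adjusted p = 0.641 for podocytes and 0.0940 for endothelium, the lowest of this group). As deposited, the counts were 0 higher and 9 lower (podocytes), 0 higher and 9 lower (endothelium), 1 higher and 4 lower (smooth muscle, mesangial and renin cells), 1 higher and 9 lower (principal cells), 0 higher and 9 lower (intercalated cells).

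Interferon-stimulated genes were higher in NZB/W in 12 of 25 measured members and lower in 1. Xaf1 was 3.18-fold higher (8.62 ± 0.62 against 6.95 ± 0.20), the guanylate binding protein gene Gbp2 2.36-fold, Oasl1 2.04-fold and the antiviral GTPase gene Mx2 1.61-fold. In NZB/W replicate 5 the mean of the list was 8.98, against 7.21 to 7.71 in the other 6 NZB/W kidneys; without it, 14 members were higher and 4 lower. Ifi202b, a lupus candidate gene of NZB mice, was at 6.25 ± 0.70 in NZB/W and 5.71 ± 0.05 in NZW/BXSB and was not called (limma adjusted p = 0.121), except without NZB/W replicate 6, without replicates 6 and 7 together or with a replicate block. camera did not call the list on the common scale (adjusted p = 0.143), except without NZB/W replicates 6 and 7 together (adjusted p = 0.0467) or with a replicate block (adjusted p = 0.0122). The block compares NZB/W replicates 1 to 4 alone with NZW/BXSB, and so leaves out replicate 5. As deposited, 2 members were higher and 5 lower, with a median of -0.18, and the calls of Oasl1 and Mx2 were lost. There camera called the list as higher than the other genes (adjusted p = 1.15e-07, and 0.734 with an estimated correlation). The offset, together with the list's spread between mice, can contribute to that call.

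Of 9 genes of class I antigen presentation 4 were higher in NZB/W and 0 lower, namely B2m (0.90), and the proteasome genes Psmb9 (0.63) and Psmb8 (0.56) and H2-D1 (0.58), of which all but B2m had the opposite sign as deposited. Of 11 class II genes 5 were lower in NZB/W and 1 higher. The mean of the class II list was 7.79 in both NZB/W replicates 6 and 7, against 7.91 to 8.01 in the other NZB/W kidneys. The peptide loading gene H2-DMb1 was 3.67-fold lower (5.69 ± 0.29 against 7.56 ± 0.08), H2-Aa 1.73-fold, and the class II regulator gene Ciita 1.49-fold, and the invariant chain gene Cd74 differed by -0.58. H2-Ea was the class II gene that was higher, by 0.26 (limma adjusted p = 0.0368); as deposited it was lower, and its call was lost without any 1 of NZB/W replicates 1 to 5 or of NZW/BXSB replicates 1 and 2. No test compared the classes, and camera called neither (0.452 and 0.178, adjusted p). As deposited, the counts were 1 higher and 5 lower (class I), 0 higher and 11 lower (class II).

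Markers of leukocytes were mixed within each list. Of 15 macrophage and dendritic cell markers 4 were higher in NZB/W, with Ctss (0.99), Fcer1g (0.77) and the growth factor receptor gene Csf1r (0.49, opposite as deposited) among those with the smallest p, and 3 were lower, with the integrin gene Itgam at -0.86. Of 15 T and NK cell markers 7 were higher, such as Cd5 (0.65), and 5 lower, such as the phosphatase gene Ptpn22 (-1.90), Lat (-0.74) and Cd4 (-0.70). Of 11 B and plasma cell markers 5 were higher, with 0.92 for Cd22, 0.88 for Blk and 0.63 for Ms4a1, and 4 lower, with -0.40 for Cd79b. Neutrophil markers were higher in 4 and lower in 2 of 8 genes. Complement genes were higher in 8 and lower in 3 of 17, with C3ar1 (0.84) and C2 (0.65, opposite as deposited) higher and the decay accelerating factor gene Cd55 (-1.41) and Cfb (-0.71) lower. Chemokines and their receptors were split evenly, 6 higher and 6 lower of 18: Ccr6 was 2.33-fold higher in NZB/W, and Cxcl1 was 2.84-fold, Ccl17 1.91-fold and Cxcl14 1.86-fold lower. camera called none of these lists on the common scale (adjusted p from 0.224 to 0.995). As deposited it called 3 of them as higher than the other genes: neutrophils (adjusted p = 0.00390, and 0.347 with an estimated correlation), complement (0.0168, and 0.734 with an estimated correlation) and B and plasma cells (0.0450, and 0.734 with an estimated correlation). In NZB/W replicates 6 and 7 the list means of macrophages and dendritic cells (7.36 and 7.51 against 7.69 to 7.87), B and plasma cells (at most 6.52 against 6.76 to 6.95), complement (7.97 and 8.15 against 8.16 to 8.47) and chemokines (6.72 and 6.79 against 6.89 to 7.05) lay below those of the other 5 NZB/W kidneys. For T and NK cells and for B and plasma cells the mean difference was negative (-0.11 and -0.12) while the median (0.07 and 0.12) and camera's direction were positive. As deposited, the counts were 0 higher and 12 lower (macrophages and dendritic cells), 1 higher and 11 lower (T and NK cells), 3 higher and 7 lower (B and plasma cells), 3 higher and 4 lower (neutrophils), 1 higher and 8 lower (complement), 1 higher and 12 lower (chemokines), and the calls of Ctss, Fcer1g and C3ar1 were lost.

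Tubular injury genes were lower in NZB/W in 8 and higher in 4 of 17 members. Lcn2, a marker of tubular stress, was 1.81-fold lower (6.84 ± 0.49 against 7.69 ± 0.28), as were Krt19 (by -0.87) and Sox9 (by -0.68). The osteopontin gene Spp1 (0.70) and Cldn1 (0.68, opposite as deposited) were higher. Havcr1, the kidney injury molecule gene, was at 9.20 ± 0.59 in NZB/W and 9.40 ± 0.18 in NZW/BXSB (limma adjusted p = 0.512). In NZB/W replicates 6 and 7 the mean of the injury list (7.81 and 7.74 against 8.12 to 8.19), Lcn2 (6.25 and 6.02 against 6.95 to 7.24) and Spp1 (13.50 and 13.45 against 13.78 to 13.95) lay below the other 5 NZB/W kidneys, as did the mean of the matrix genes (8.64 and 8.74 against 8.80 to 9.17). Extracellular matrix genes were higher in NZB/W in 12 and lower in 2 of 22, with Postn (0.98), Col6a2 (0.93), Dcn (0.76) and Mmp2 (0.63, opposite as deposited); camera did not call the list (adjusted p = 0.0704), except without NZB/W replicate 6 (adjusted p = 0.0275), NZB/W replicate 7 (0.0462), both together (0.0194) or NZW/BXSB replicate 4 (0.0346), or with a replicate block (0.00162). As deposited, 0 matrix genes were higher and 10 lower, with a median of -0.28, which camera called as higher than the other genes (adjusted p = 0.00380, and 0.734 with an estimated correlation). Fatty acid oxidation genes were lower in 10 and higher in 2 of 15, with -0.61 for Cpt2 and -0.45 for Acadl. Acadm (0.42) was higher, and lower as deposited. The mean of this list was 11.43 and 11.45 in NZB/W replicates 6 and 7, against 11.29 to 11.38 in the other 5 NZB/W kidneys. Of 17 clock genes 8 were lower, among them Npas2 (-0.99), Cry1 (-0.89) and Clock (-0.62), and 3 higher, among them Arntl (0.75). The adjusted p of camera were 0.705 (injury), 0.185 (fatty acid oxidation) and 0.452 (clock). As deposited, the counts were 0 higher and 13 lower (injury), 0 higher and 13 lower (fatty acid oxidation), 0 higher and 15 lower (clock). There the calls of Spp1, Postn, Col6a2, Dcn and Arntl were lost and Havcr1 was called as lower (-0.925, adjusted p = 0.00202).

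Of 45 genes that the study names as regulated in nephritic kidneys of all 3 of its strains, 10 were higher and 15 lower in NZB/W before nephritis, and 25 were called when adjusted over the list alone. Over all tested genes 69.4% were called, a higher share than among these 45. The study chose them on comparisons that include samples such as these, so the count is not independent evidence of a direction. Il34, a cytokine gene of the macrophage lineage, was 3.34-fold lower in NZB/W (6.08 ± 0.15 against 7.82 ± 0.03), and the TWEAK receptor gene Tnfrsf12a 1.75-fold lower. camera did not call the list (camera adjusted p = 0.838), of which 2 members were higher and 33 lower as deposited.

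Adrenal gland markers were among the lists of other tissues, since the gland lies on the kidney. Of 12 members 3 were higher in NZB/W and 0 lower: Mc2r, the corticotropin receptor gene (6.90 ± 0.73 against 5.85 ± 0.44), the aldosterone synthase gene Cyp11b2 (6.98 ± 0.52 against 6.01 ± 0.15) and the tyrosine hydroxylase gene Th (6.84 ± 0.34 against 6.28 ± 0.32, opposite as deposited). Dbh, with a difference of 0.44, was not called (limma adjusted p = 0.0823). It was called without NZB/W replicate 2, without NZB/W replicates 1 and 2 together, and with array weights (limma adjusted p = 0.0105). As deposited, 0 members were higher and 2 lower, and the calls of Mc2r and Cyp11b2 were lost. camera called the list as higher than the other genes as deposited (adjusted p = 1.11e-04, and 0.734 with an estimated correlation) and not on the common scale (adjusted p = 0.452). The offset, together with the list's spread between mice, can contribute to the call as deposited. The mean of the list was 5.61 in NZB/W replicate 2 and 7.76 or more in the other 6 NZB/W kidneys. It was 6.88 to 7.77 in the NZW/BXSB kidneys. Whether the strains' samples carried different amounts of adrenal tissue was not tested, so these differences need not belong to the kidney. Without NZB/W replicate 2, 8 members were higher in NZB/W, and without NZW/BXSB replicate 2 only Cyp11b2 (1 member), the calls of Mc2r and Th being lost. Adipose markers were higher in 2 and lower in 3 of 9, and urothelium markers higher in 2 and lower in 1 of 6 (as deposited 1 and 6, and 0 and 6). The mean of the adipose markers was 8.24 in NZB/W replicate 2 and 8.44 to 9.34 in the other NZB/W kidneys.

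**Figure D4:**
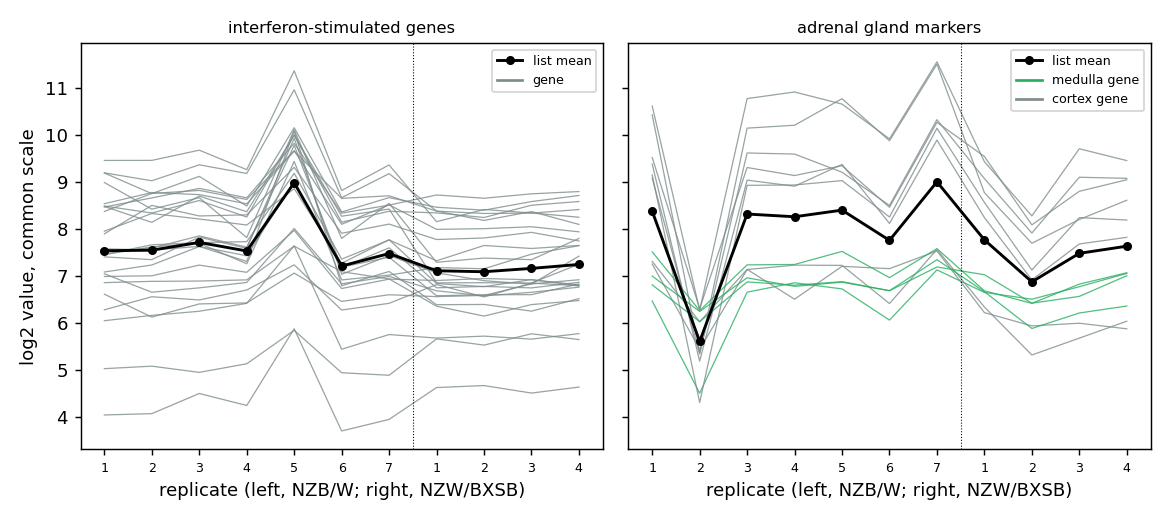
Log2 values on the common scale (y axis) of the interferon-stimulated genes (left) and adrenal gland markers (right) in each kidney (x axis); thin lines join the values of 1 gene and the black line is the list mean. NZB/W replicate 5 stood at 8.98 for the first list and NZB/W replicate 2 at 5.61 for the second.

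Over all genes, limma on the deposited values called 12906 of 14419 genes, 801 higher and 12105 lower in NZB/W, a split that follows the shift between the strains' arrays. On the common scale 10001 were called, 4798 higher and 5203 lower, and after median centring 4984 and 4858. Of 8559 genes called both as deposited and on the common scale, 2555 changed direction. Past the study's fold limits were 9628 genes as deposited (333 higher, 9295 lower) and 4019 on the common scale (2056 higher, 1963 lower). The strains' samples did not overlap in 7878 genes (54.6%, where chance gives 0.606%). camera called 12 lists as deposited and 4 on the common scale, and 46 and 86 of 100 drawn splits of the samples, the real one included, called at least as many.

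**Figure D5:**
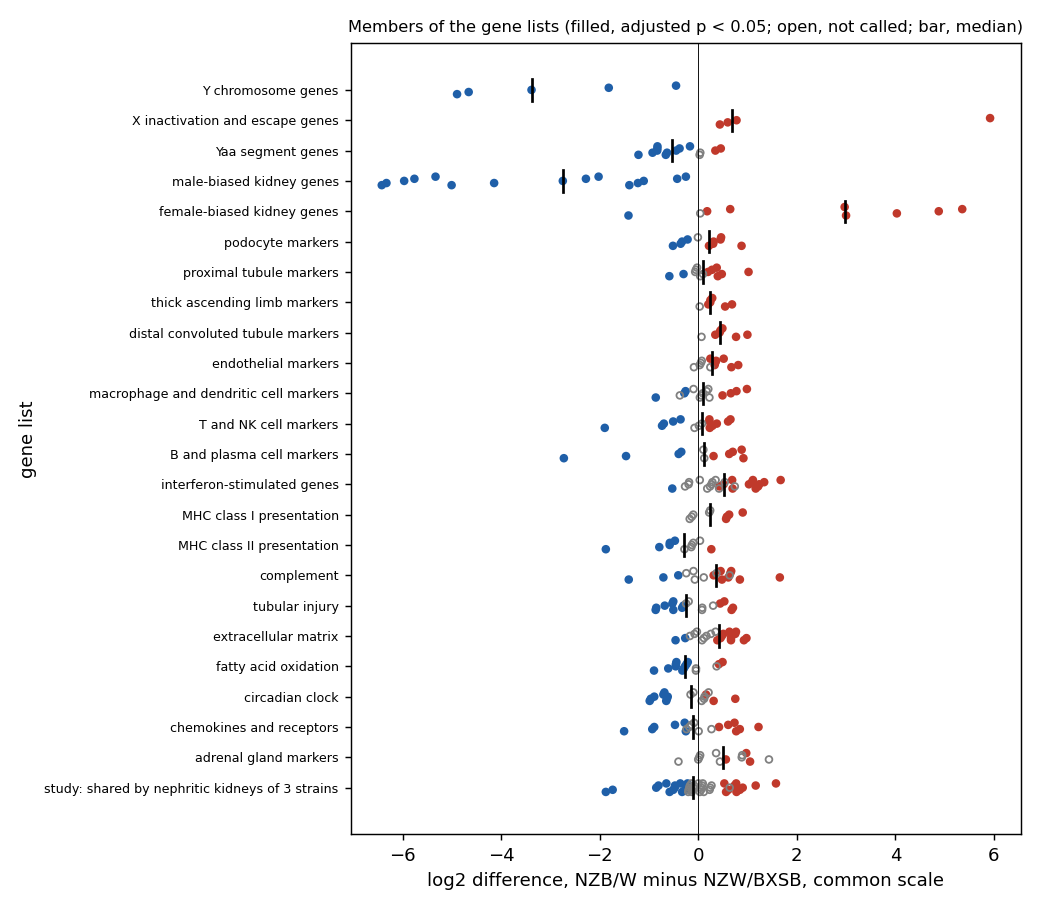
Log2 difference between strains on the common scale (x axis) of each member of the described gene lists (y axis); filled points passed an adjusted p of 0.05 (red higher, blue lower in NZB/W), open points did not, and bars are medians. The male-biased (-2.75) and female-biased (2.97) kidney genes lie far to either side, while most cell type lists spread around 0.

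Hybridisation controls, RNAs added to each array in fixed amounts, differed between the array sets as well. On the common scale 17 of their 18 probe sets had the higher mean in NZW/BXSB, the differences running from -1.23 to 0.09. The 9 of them averaged for each sample had a mean of 9.86 ± 0.14 (SD, n = 4) against 9.25 ± 0.11 in NZB/W (SD, n = 7) and a median absolute difference of 0.62. Called genes differed by a median of 0.44. Poly-A controls, added to the RNA before labelling, ranged from 5.96 (replicate 1) to 7.99 (replicate 2) in NZB/W and from 7.44 to 7.85 in NZW/BXSB, and their 21 probe sets differed by -1.17 to 0.16. The 3' minus 5' signal of the actin control was 0.752 ± 0.0572 in NZB/W (SD, n = 7) and 0.918 ± 0.0882 in NZW/BXSB (SD, n = 4). That of the pyruvate carboxylase control was 3.68 in NZB/W replicate 1 and 2.21 to 2.79 in the other NZB/W samples. Differences within the range of the single controls cannot be separated from a difference between the array sets.

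The authors called 13366 genes above baseline in NZB/W and 14191 in NZW/BXSB. Both strains shared 13138, 228 were above baseline in NZB/W alone, among them Xist and Serpina6, 1053 in NZW/BXSB alone, among them Ddx3y, Eif2s3y, Uty and Zfy2, and 2056 in neither. Whether the larger number in NZW/BXSB follows the higher level of its deposited values was not tested. The counts therefore do not show that more genes are expressed in that strain. As deposited, the median SD of a gene between mice was 0.124 log2 units in NZB/W and 0.0986 in NZW/BXSB (0.0729 without replicate 4). NZB/W replicates 6 and 7, singled out after their values were seen, lay together outside the other 5 NZB/W kidneys for 17 of 40 list means, against 10 at most for another pair, and for 2152 genes, against up to 3308. No 2 arrays held the same deposited values, and the closest pair differed by a median of 0.0720 as deposited. The first principal component held 80.0% of the variance and separated the strains.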

Values the study reported

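The study compared nephritic with prenephritic kidneys within each strain, and reported 955 regulated genes in NZB/W mice, 442 of them down and 513 up. In NZW/BXSB mice it reported 755 regulated genes, 208 down and 547 up. It listed 263 genes whose regulation was shared by its models, 67 of them down and 196 up. These values belong to comparisons with nephritic kidneys, which were not analysed here.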

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

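The tests of explanations for both patterns below were chosen after the values were seen. Each sample was compared with the others of its strain for the named genes and the list means, 300 groups of values in all. A gap to the nearest other sample that was large for the range of its strain was found in 25 of them, where chance alone gives about 1 in 20, or 15.

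In NZB/W replicate 5 the mean of the interferon-stimulated genes was 8.98 log2 units, and Mx2 (7.63), Oasl1 (8.999), Psmb8 (9.05) and Xaf1 (9.998) stood apart as well; all 25 measured genes of the list were highest there among the NZB/W kidneys, and 20 of the 50 genes furthest above the other NZB/W kidneys belonged to it (0.0867 by chance). The list lay 1.48 above the other 6 kidneys on average, while over all genes outside the list the median absolute deviation of this sample was 0.0870, toward the lower end of the 0.0787 to 0.116 of the other NZB/W kidneys, which argues against an array that was poor for all genes. The 49 markers of leukocytes lay at -0.00242, within their random lists (-0.0467 to 0.0615), which argues against a larger share of leukocytes. The labels set this mouse apart by nothing but its number, so no other explanation was tested.

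In NZB/W replicate 2 the mean of the adrenal gland markers was 5.61, and all 12 of its genes were lowest there among the NZB/W kidneys. The list lay -2.74 from the other 6. In the NZW/BXSB kidneys the mean of the list was 6.88 to 7.77, also above that of NZB/W replicate 2. Random lists, matched on signal to the other adrenal genes given below, lay between -0.123 and 0.139 in this sample. That argues against an array poor for all genes alike as the source of a shift of this size. The quality of the array otherwise stays open: over all genes outside the list its median absolute deviation was 0.111, toward the upper end of the 0.0788 to 0.116 of the others and not above it. Adrenal tissue left on the other NZB/W kidneys may account for the pattern, and adrenal tissue on the NZW/BXSB kidneys stays possible too. In NZB/W replicate 2, 9 measured genes known from the adrenal gland and not in the list lay at -1.08 against a random bound of -0.123. These 9 (Chgb, Scg2, Mrap and Nr5a1 among them) were chosen after the list's values were seen, and 8 of them were lowest in this sample among the NZB/W kidneys. The 6 of them that were not among the 30 genes furthest below lay at -0.297 (random bound -0.149). The mean of the adipose markers was lowest there too (8.24), with Cfd (-1.76), Adipoq (-1.37) and Car3 (-1.17), named after their values were seen, among the 30 genes furthest below, so adrenal tissue would not be the only tissue to differ; how the kidneys were dissected is not given in the sources used here, and no biological explanation was tested.

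Other genes that stood apart in NZB/W replicate 5 were Acadl at 11.64 (others 11.47 to 11.53), Cd55 at 5.56 (others 5.22 to 5.33) and Lat at 6.43 (others 6.31 to 6.36). In NZB/W replicate 2, Acadm was low at 12.93, and Ciita (5.79) and Slc5a12 (12.24) were high. Ccl17 (6.27) was high in NZB/W replicate 1, and Postn (8.94) in NZB/W replicate 4. NZW/BXSB replicate 4, whose label begins with another code than those of the other 3, was low for Cyp4a12a (11.66), Cyp7b1 (12.10), Wt1 (6.79) and the mean of the X inactivation and escape genes (7.57), and high for Oasl1 (6.83), Xaf1 (7.25) and the mean of the neutrophil markers (6.07). In NZW/BXSB replicate 2 Itgam was high (6.35) and Ms4a1 low (4.53). Havcr1 was low in NZW/BXSB replicate 3 (9.13), and Zfy2 in NZW/BXSB replicate 1 (6.01).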

How the results depend on the processing

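The use of the common scale for single genes, and the removal of NZB/W replicates 1 and 2 together or 6 and 7 together, were chosen after values were seen; the other alternatives were set before. The number of genes called kept within 1.5 times its value as deposited and on the common scale under every alternative run, and leaving out 1 sample at a time gave 12647 to 12942 genes as deposited and 9311 to 10014 on the common scale. Genes past the study's fold limits numbered 9357 to 9689 as deposited and 3804 to 4047 on the common scale without 1 sample. They were 9628 as deposited against 4019 after quantile normalization and 4005 after median centring. Genes called higher in NZB/W were 4798 on the common scale against 801 as deposited, and genes called lower 5203 against 12105. The offset of the deposited medians accounts for these changes by construction.

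The number of gene lists called changed most. As deposited it was 12, with 4 after quantile normalization, 3 after median centring, 0 with an estimated correlation and 34 by fry, which does not compare a list with other genes. On the common scale it was 4, with 12 as deposited, 1 among genes above baseline in both strains, 7 with a replicate block (added: distal convoluted tubule, interferon and matrix), 1 with an estimated correlation and 20 by fry. Leaving out 1 sample gave 10 to 13 as deposited and 4 to 5 on the common scale, and leaving out NZB/W replicates 6 and 7 together gave 11 and 6. The restriction to genes above baseline in both strains tests fewer genes. It drops Serpina6 from the female-biased list and leaves the X and Y lists too short to test, so its count of 1 is not a like comparison. Replicate numbers 5 to 7 occur in NZB/W only, so with the block the difference rests on NZB/W replicates 1 to 4 against NZW/BXSB. Whether the loss of the other NZB/W samples or the matching by number changed the calls was not tested. The median SD of the deposited values in NZW/BXSB lay in a range of 0.0729 to 0.104 when 1 of its samples was left out, lowest without replicate 4.

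As deposited, these genes took the opposite sign to the common scale, in log2 units: Acadm -0.21, C2 -0.0554, Cd2ap -0.25, Cldn1 -0.0212, Cldn16 -0.42, Csf1r -0.22, Ddx3x -0.12, Egf -0.18, Emcn -0.0414, H2-D1 -0.10, H2-Ea -0.44, Kdm6a -0.27, Kdr -0.20, Lrp2 -0.16, Mmp2 -0.0543, Podxl -0.25, Psmb8 -0.13, Psmb9 -0.0615, Ptger3 -0.17, Slc12a1 -0.35, Tek -0.39, Th -0.11, Tlr7 -0.61, Umod -0.25, Wnk4 -0.23. Each lies above the median shift of -0.69. As deposited 17 more named genes kept their sign and lost their call (adjusted p from 0.0520 to 0.996): Arntl, C3ar1, Cldn19, Col6a2, Ctss, Cyp11b2, Dcn, Ehd3, Fcer1g, Kdm5c, Mc2r, Mx2, Oasl1, Postn, Pvalb, Slc8a1 and Spp1. Other named genes kept their sign under every alternative run, except Dbh and Ifi202b as deposited, neither of them called on the common scale; Tlr7 also turned without NZW/BXSB replicate 2. Genes near the arrays' background are limited by signal: genes listed in neither table reached 5.11 log2 units at their 95th percentile. The values behind the above-baseline tables were not run, since those tables hold no values.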

Other observations

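The tests of the Yaa segment were chosen after its values were seen, while the counts over other splits of the samples and the test of Tlr7's level were set before their results; genes named here and not in the report were chosen after their values were seen. Of 16 candidate genes for lupus susceptibility 9 were higher and 5 lower in NZB/W (camera adjusted p = 0.212 on the common scale), among them the B cell scaffold gene Bank1 (1.30) and the inhibitory Fc receptor gene Fcgr2b (0.63, opposite in sign as deposited) higher, and Cd48 (-0.66) lower. As deposited, 2 were higher and 8 lower, and camera called the list as higher than the other genes (adjusted p = 0.00472, and 0.332 with an estimated correlation). Among B and plasma cell genes, the immunoglobulin light chain gene Igkc was 7.98 ± 0.83 in NZB/W (SD, n = 7) and 10.71 ± 0.92 in NZW/BXSB (SD, n = 4), and Jchain, which joins antibody subunits, 7.57 ± 0.77 against 9.03 ± 0.73. Of the neutrophil list, which camera called as deposited (adjusted p = 0.00390, and 0.347 with an estimated correlation) and not on the common scale (adjusted p = 0.224), Ltf (1.22), Ngp (1.17) and Elane (1.12) were higher in NZB/W and S100a8 (-0.49) and S100a9 (-0.53) lower, while Mpo (-0.06) and Camp (0.04) were not called.

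Of 23 cell cycle and replication genes 7 were lower in NZB/W and 1 higher, with -0.90 for the topoisomerase gene Top2a and -0.52 for the helicase gene Mcm5, and with a median of 0.02 beside a mean of -0.11. Antioxidant and glutathione genes were higher in 6 and lower in 7 of 19 (median -0.01, mean 0.02): the glutathione transferase gene Gstm3 differed by 1.06 and the haem oxygenase gene Hmox1 by -1.23. Genes of coagulation and fibrinolysis were higher in 5 and lower in 6 of 15 (median 0.14, mean -0.02), with the urokinase gene Plau at 1.05 and the protein C gene Proc at -1.20. Endoplasmic reticulum stress genes were lower in 7 and higher in 2 of 13, with Xbp1 at -0.52; of 22 genes of mitochondrial respiration 6 were higher and 1 lower, and of 13 immediate early genes 2 were higher and 2 lower. Housekeeping genes differed too, 2 higher and 4 lower of 6, with Actb at 0.81 and the glucuronidase gene Gusb at -2.02. Gusb is also a member of the male-biased kidney list. Of skeletal muscle markers 2 of 4 were lower in NZB/W (Acta1 -0.69, Tnnc2 -0.30). camera called none of the lists of this paragraph on the common scale (lowest adjusted p = 0.452), and the skeletal muscle list was too small to test. Over all tested genes limma called 69.4% on that scale, and the counts above are to be read beside that share.

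The Yaa segment genes had a median difference of -0.54, outside the range of 10000 random lists of X-linked genes of like signal (-0.143 to 0.356), which argues against a shift of the X chromosome as a whole. The median fold of NZW/BXSB over NZB/W was 1.46, where random autosomal lists had a bound of 1.22 (1 of 10000 went as far), so an extra copy of the segment in NZW/BXSB is a candidate explanation. Sex, age and array set differ between the strains as well, so the copy is not shown to be the cause. Tlr7 was not called, and whether its signal was too close to the background to show a change stays open: its mean lay 1.08 above the 95th percentile of genes in neither table, where more than 1 was to exclude this, with a pooled SD of 0.122 whose weight was added after the value was seen.

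Of 100 drawn splits of the 11 samples into groups of 7 and 4, the real one included, no other called a gene: the real split called 12906 genes as deposited and 10001 on the common scale, and 9628 and 4019 past the fold limits, and the highest of the other splits called 0 in each case. The real split alone gave such counts (1 of 100 splits as high). Every other split mixed the strains, so the strain difference went into the spread within its groups. Counts of 0 there were therefore likely from the outset and do not measure what chance alone would call. Chance cannot be excluded for the number of gene lists: 46 of 100 splits called at least the 12 lists called as deposited (highest other 24), and 86 of 100 at least the 4 on the common scale (highest other 18). Some splits called more lists than the strains do. Whether this comes from a structure of the samples or from lists more correlated than camera's preset was not tested; with an estimated correlation the strains called 0 as deposited and 1 on the common scale.

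The patterns weighed were picked from the 300 groups of values compared and from the lists. A first plan weighed a difference between the array sets in place of the interferon pattern, and was set aside after its values were seen: the hybridisation controls differed by a median of 0.618, against a pooled SD of 0.137, so a difference between array sets was present and cannot be told apart from strain, sex and age.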
